A study of Mus musculus with 10 samples. Its data were reported in "PKCβ Facilitates Leukemogenesis in Chronic Lymphocytic Leukaemia by Promoting Constitutive BCR-Mediated Signalling" (2022).

How the data were processed

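Gene expression was measured with Affymetrix Mouse Gene ST arrays in B lineage cells that had been grown from fetal liver haematopoietic stem and progenitor cells. The cells had been transduced with the empty retroviral vector MIEV or with MIEV carrying PKCα-KR, a kinase-inactive form of protein kinase C alpha, and were co-cultured with OP9 stromal cells in IL-7. The labels give the construct, the culture day and, for days 17 and 21, a fetal liver label of 1 or 2. Each construct has 5 arrays, 2 at day 17, 2 at day 21 and 1 at day 23. The array numbers used below follow that order, so that replicates 1 and 2 are fetal livers 1 and 2 at day 17, replicates 3 and 4 are fetal livers 1 and 2 at day 21, and replicate 5 is day 23. The labels call the arrays biological replicates and do not say whether day 17 and day 21 of one fetal liver label came from a single culture, and the study's methods call the co-cultures independent. If a culture was sampled on both days, the p-values may in part measure spread among samples that share a culture.

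The deposited values are on the log2 scale. The authors made them with Robust Multichip Average (RMA), which corrects the background, makes the intensity distributions of the arrays equal and summarises the probes of each probe set. No filter was stated, and the value table held 35556 probe sets with 0 identical columns among the arrays. Because the intensity distributions had been made equal, each value is relative to the rest of its array. A change that moved most transcripts alike would not be seen. After the probes were summarised the distributions were close but not equal, with array medians from 6.99 to 7.16. The number of arrays limits the precision of every value below.

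The platform annotation listed 23410 of the probe sets, 21789 with exactly 1 gene and 1621 with several, and did not list 12146. Of the probe sets with 1 gene, 21698 matched the RefSeq gene table (assembly GRCm38.p6) by their Entrez identifier, and 0 symbols needed an update. Where a gene had more than 1 probe set, as 999 genes had, the one with the highest mean over all arrays was used, which left 19938 genes. None of the 999 genes had probe sets called in opposite directions (0 genes). Genes that share a probe set with another gene, or that have none, were not analysed here. The files name no genome build, so no coordinates are given.

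The constructs were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, moderated test, Benjamini-Hochberg adjusted p below 0.05), first as 5 PKCα-KR against 5 MIEV arrays with no covariate, as in the study's methods. A second fit gave each construct and day its own mean, with 4 residual degrees of freedom, for the construct effect at day 17, at day 21, the difference between these effects, and the change from day 17 to day 21 within each construct. The lone day 23 arrays enter the first fit and have no weight in these day contrasts. The methods' test, a one-way comparison with equal variances, was also run on all probe sets with an unadjusted p below 0.05 and a linear fold of at least 1.2. Values are log2 differences of PKCα-KR minus MIEV with the standard error (SE) of the fit unless another contrast is named. Plots were drawn with matplotlib 3.10.9.

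There were 26 gene lists for pathways, B cell stages and other cell types, tested with camera, which asks whether a list's genes shift relative to all others. Its preset correlation of 0.01 was used for the calls, with adjustment over the 26 lists of each contrast, and camera with an estimated correlation and fry were run beside it. The genes named in the text are the measured members of the PKC and study-named lists, the 12 largest rises and 12 largest falls of the first comparison, the 4 members of every other list with the smallest p, and the 4 largest changes in each direction of each day contrast. Antigen receptor segments and clone-type symbols were left out of the largest changes, and a gene named outside this rule is said to have been chosen after its values were seen. The samples, tests, gene lists, naming rule and most of the alternatives were fixed before the data were examined.

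Both fits were tested on simulated data made from the spread of the real arrays, with 200 of the 19938 genes changed in each of 20 draws. For PKCα-KR against MIEV, 66.0% of genes changed by 0.5, 94.0% of those changed by 1 and 99.0% of those changed by 2 on the log2 scale were recovered, and 5.09% of the calls were false. For the construct effect at day 17 these shares were 20.6%, 78.6% and 97.3%, with 4.49% false calls. For the difference between the days they were 1.34%, 46.3% and 90.9%, with 4.32% false calls. A shifted list of 20 genes was found in 20 of 20 draws and an unshifted one in 0. Estimated correlations within the real lists were above the preset of 0.01, for example 0.478 for MHC class II genes and 0.0331 for CLL markers. The draws therefore do not show how often camera with the preset calls an unshifted list of correlated genes.

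Alternatives covered array weights, trended and robust empirical Bayes, a test against a fold of 1.2, renewed scaling, a brightness filter, other choices of probe set, day or fetal liver label as a factor, leaving out each array and leaving out each day. The labels also pair each MIEV array with the PKCα-KR array of the same fetal liver label and day. After the mean of each construct was removed, the correlation of an array with its partner was 0.203, -0.00444, 0.178, 0.228 and 0.335 over the 5 pairs and was the highest of the 5 possible partners for 3 of them. The pairs were therefore left out of the main model and used as a block in an alternative, which gave 1502 changed genes against 1364.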

Results

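Transcript levels were measured on 10 arrays from late co-cultures, 5 with the empty vector MIEV and 5 with PKCα-KR, a kinase-inactive protein kinase C alpha. Transduction with PKCα-KR is used by the study as a model of chronic lymphocytic leukaemia (CLL), a malignancy of mature B cells, and the arrays ask how expression differs between the constructs once B lineage cells have grown for 17 to 23 days. The median log2 signal of the arrays lay between 6.99 and 7.16. Correlations across genes were 0.987 to 0.996 between arrays of one construct and 0.974 to 0.991 between arrays of different constructs, where genes are not independent replicates. The first principal component held 46.0% of the variance and separated the constructs.

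The gene that the construct carries was read first. Prkca, which encodes PKCα, had a mean log2 signal of 10.63 ± 0.46 (SD, n = 5) in MIEV and 10.16 ± 0.41 in PKCα-KR cells, a difference of -0.47 (SE 0.23, adjusted p = 0.343). The files do not say whether the probe set detects RNA from the construct, so this value neither checks nor contradicts the labels. At day 21 Prkca was lower in PKCα-KR cells by a log2 difference of -1.19 (SE 0.25, adjusted p = 0.0131), and at day 17 the difference was 0.15 (adjusted p = 0.813). Without PKCα-KR replicate 4, which stood apart for Prkca, the day 21 difference was -0.71 (adjusted p = 0.0191), and its call ended without MIEV replicate 3 (0.0558) or 4 (0.0651). The difference between the days missed the threshold (adjusted p = 0.0673) but passed without PKCα-KR replicate 3 (-1.82, adjusted p = 0.00341) or 4 (-0.86, adjusted p = 0.0392). These fits of single genes at each day without 1 array were chosen after seeing the data.

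Among the other PKC isoforms, Prkch, which encodes PKCη, fell by 3.16 on the log2 scale (SE 0.39, adjusted p = 5.06e-04), and both of its probe sets were called lower. Prkce, which encodes PKCε, rose by 1.06 (SE 0.18, adjusted p = 0.00355) and the protein kinase D gene Prkd2 rose by 0.88 (SE 0.12, adjusted p = 7.89e-04). Prkcz, which encodes the atypical isoform PKCζ, rose by 1.70 in the brighter of its probe sets (adjusted p = 0.00332), whereas its other probe set differed by 0.21 (adjusted p = 0.665), so its change is uncertain. Of the 11 isoforms measured, 3 rose, 1 fell and 7 did not pass. Adjusted over the list alone, 3 rose and 2 fell. Over all days the list as a whole did not shift (camera adjusted p = 0.822), and its median of -0.06 and mean of -0.05 had the opposite sign to the direction of that test. At day 17, 4 isoforms were higher and 1 lower (camera adjusted p = 0.0125, and 0.116 with an estimated correlation). At day 21, 3 were higher and 4 lower (0.338 and 0.565). For the difference between the days these values were 0.00328 and 0.124.

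Igf2, a fetal growth factor, showed the largest fall between the constructs, from 12.21 ± 0.14 (SD, n = 5) in MIEV to 7.38 ± 0.26 in PKCα-KR cells, a log2 difference of -4.83 (SE 0.12). The largest rises were those of Tmem119, a membrane protein best known from microglia, by 4.66 (SE 0.27), P2ry13, a receptor for ADP, by 4.16 (SE 0.24), Pla2g7, which inactivates platelet-activating factor, by 3.56 (SE 0.33), and H2-Aa, an MHC class II chain, by 3.41 (SE 0.37). Cdh17, a cadherin, rose by 3.39, Lrrc32, which holds latent TGF-β at the cell surface, by 3.18, and Mmp9, a gelatinase, by 2.94. Lower in PKCα-KR cells were also Kit, the receptor for stem cell factor (-2.51, SE 0.50), Enpep, the BP-1 antigen of pre-B cells (-2.43, SE 0.33), and the thyroid hormone receptor Thrb (-2.60, SE 0.20). For each of these genes all 5 PKCα-KR arrays lay on one side of all 5 MIEV arrays.

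In total 1364 of 19938 genes differed, 826 higher and 538 lower in PKCα-KR cells, and 400 of them by at least 2-fold. The count was 829 without the day 17 arrays and 538 without the day 21 arrays, and 480 in a test against a fold of 1.2. Without the day 17 arrays the calls of Prkce (adjusted p = 0.0936), Prkcz (0.0936), Pik3ap1 (0.117), Irf8 (0.23), Cd200 (0.163), Ccl3 (0.0541), Mcm6 (0.216) and Cd68 (0.0582) were among those that ended, and without the day 21 arrays those of Kit (0.0511), Enpep (0.0619), H2-DMa (0.0594), Ms4a1 (0.0564), Cd200 (0.286), Mcm6 (0.249), Irs2 (0.0502), Slc2a3 (0.0688), Lat (0.0795), Thy1 (0.0745), Hoxa9 (0.0877) and Meis1 (0.145).

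Mature B cell genes were among those that rose. Of 28 measured, 14 rose, 0 fell and 14 did not pass, with a median log2 difference of 0.79. Adjusted over the list alone, 19 rose and 4 fell. Fcer2a, which encodes the CLL marker CD23, rose by 2.61 (SE 0.15), the Fc receptor-like gene Fcrl1 by 2.46 (SE 0.22), and the cytokine gene Ltb by 1.63 (SE 0.17). Ms4a1, which encodes CD20, rose by 2.70 (SE 0.40). At day 23, with 1 array per construct, its difference was 0.50, against 2.47 for Fcer2a, 2.15 for Fcrl1 and 0.94 for Ltb. Of all 1364 genes that differed between the constructs, 1339 had the same sign at days 17, 21 and 23. Camera gave an adjusted p of 3.79e-11, and an adjusted p = 0.109 with an estimated correlation. On the same arrays 11 of 33 myeloid markers rose.

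MHC class II genes, which serve antigen presentation, rose in 8 of 10 cases and 10 of 10 when adjusted over the list alone, with a median of 1.35. Besides H2-Aa, the invariant chain Cd74 rose by 2.62 (SE 0.38), H2-Ab1 by 2.07 (SE 0.26) and the peptide exchange factor H2-DMa by 1.51 (SE 0.22). On the lone day 23 arrays the differences were 2.27 for H2-Aa, 0.80 for Cd74, 1.26 for H2-Ab1 and 0.96 for H2-DMa. The list's camera adjusted p was 4.69e-13, with an adjusted p = 0.108 with an estimated correlation. The myeloid markers that rose on these arrays are given below with the other cell types.

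Among genes of B cell receptor signalling, 11 of 63 rose, 1 fell and 51 did not pass. Adjusted over the list alone, 18 rose and 2 fell. The complement receptor Cr2 rose by 2.26 (SE 0.28), the scaffold Bank1 by 2.53 (SE 0.38), the adaptor Pik3ap1 by 0.53 (SE 0.09) and the inhibitory phosphatase Ptpn6 by 0.66 (SE 0.09). For this list camera gave an adjusted p of 3.89e-04 and an adjusted p = 0.257 with an estimated correlation. Without the day 17 arrays the list did not pass (adjusted p = 0.468). Myeloid markers were higher on these arrays too (Lyz2 by 2.95).

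Of the genes that the study itself discusses, in part from these same samples, 22 were measured, and this list is therefore not independent evidence. Of these, 6 rose and 0 fell, and adjusted over the list alone 7 rose and 1 fell. Besides Fcer2a, the phosphatase gene Ptprc, which encodes CD45, rose by 0.54 (SE 0.10, adjusted p = 0.0057), the forkhead factor Foxo1 by 0.70 (SE 0.13, adjusted p = 0.0055), the kinase Btk by 0.47 (SE 0.10, adjusted p = 0.0171), the repressor Bcl6 by 0.45 (SE 0.12, adjusted p = 0.0476) and the immediate-early factor Egr1 by 1.54 (SE 0.35, adjusted p = 0.0199). The ranges of the constructs overlapped for Btk, Bcl6 and Egr1. On the lone day 23 arrays their differences were 0.45, 0.20 and -0.11 in the same order. Values that did not pass were 0.12 for Prkcb, which encodes PKCβ (SE 0.17, adjusted p = 0.847), 0.29 for the adaptor Blnk (adjusted p = 0.11), -0.25 for the kinase Syk (0.286), -0.16 for the transcription factor Sp1 (0.377), 0.10 for Lef1 (0.838), -0.43 for the survival gene Bcl2 (0.456), 0.02 for Vegfa (0.988), -0.15 for Myc (0.545), 0.09 for the chemokine receptor Cxcr4 (0.903), 0.31 for Cd5 (0.306), -0.81 for Zap70 (0.128), 0.19 for Elk1 (0.193), -0.09 for Creb1 (0.722), 0.15 for Pdk1 (0.926) and -0.13 for Pdpk1 (0.541). Lyn, Nfkb1, Tcf7, Lck and Cd38 were not analysed here.

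Several of these calls depended on 1 array or 1 day. Btk, Bcl6 and Egr1 did not pass with days averaged to 3 against 3 (adjusted p = 0.0726, 0.0682 and 0.0811), without the day 17 arrays (0.283, 0.464 and 0.112) or without the day 21 arrays (0.0661, 0.0599 and 0.194), and Ptprc did not without the day 17 arrays (0.0936). Against a fold of 1.2 Btk (0.653), Ptprc (0.209), Foxo1 (0.0861), Egr1 (0.0691) and Bcl6 did not pass, whereas Fcer2a kept its call. Leaving out a whole day was chosen after seeing the data. Bcl6 also did not pass without MIEV replicate 1 (adjusted p = 0.105), 2 (0.111), 4 (0.0594) or 5 (0.1) or without PKCα-KR replicate 1 (0.0915), 2 (0.117), 3 (0.111) or 4 (0.0924). Egr1 did not pass without MIEV replicate 2 (adjusted p = 0.0533), MIEV replicate 4 (0.0506) or PKCα-KR replicate 4 (0.0558). Blnk passed as higher without MIEV replicate 3 (0.021), with array weights (0.0425), a random culture block (0.0332) or days averaged to 3 against 3 (0.0356), and without the day 21 arrays (0.0255) or both fetal liver 1 arrays of that day (0.0308). The random culture block had a negative consensus correlation (-0.267), which samples alike within a culture would not give. Calls gained with that block are therefore uncertain. Zap70, whose ranges did not overlap between the constructs, passed as lower with the random culture block (0.0409) or 3 against 3 (0.0108) and without the day 17 arrays (0.0476). Camera gave the study-named list an adjusted p of 0.03 and an adjusted p = 0.585 with an estimated correlation, and the call also ended without MIEV replicate 1 (0.145), MIEV replicate 2 (0.14), MIEV replicate 5 (0.0768), PKCα-KR replicate 1 (0.0647) or PKCα-KR replicate 2 (0.0972). It ended as well with days averaged to 3 against 3 (0.0862) and in the rotation test fry (0.0917), and without the day 17 arrays the direction turned (0.607).

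Of 16 CLL markers, among them Fcer2a and Ptprc again, 4 rose and 0 fell, and 5 rose and 2 fell when adjusted over the list alone. The integrin Itga4 rose by 0.49 (SE 0.08) and the surface glycoprotein Cd200 by 0.78 (SE 0.18), although Cd200 did not pass without MIEV replicate 3 (adjusted p = 0.0526) or PKCα-KR replicate 2 (0.0508), 3 (0.0508) or 4 (0.0571). On the lone day 23 arrays the difference was 0.57 for Itga4 and 0.008 for Cd200. Camera gave the list an adjusted p of 0.0218, an adjusted p = 0.257 with an estimated correlation, and 0.0977 without MIEV replicate 1. The call also ended without the day 17 arrays (0.349) and with days averaged to 3 against 3 (0.0676).

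Immediate-early genes, which respond within minutes to receptor signals, rose in 9 of 32 cases and fell in 1, and adjusted over the list alone 14 rose and 1 fell. Those with the smallest p were the ERK phosphatases Dusp4, up by 2.65 (SE 0.27), Dusp6, up by 2.25 (SE 0.17), and Dusp5, up by 1.10 (SE 0.09), and the pathway inhibitor Spred2, up by 0.70 (SE 0.09). Camera gave an adjusted p of 5.19e-08 and an adjusted p = 0.108 with an estimated correlation. NF-κB targets rose in 6 of 22 cases, with 0 lower, and in 8 with 2 lower when adjusted over the list alone. Their largest rises were those of the cytokine genes Ccl3 (2.55, SE 0.41), Lta (2.17, SE 0.35) and Tnf (2.00, SE 0.31). Camera gave them an adjusted p of 7.40e-04, an adjusted p = 0.257 with an estimated correlation and 0.63 without the day 17 arrays. Myeloid cells also express these cytokine genes, and the myeloid marker Lyz2 rose by 2.95 on the same arrays.

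FOXO targets rose in 5 of 19 cases, with 0 lower, and in 10 when adjusted over the list alone. The calls of the members Ccr7, Sesn3 and Bcl6 ended together without PKCα-KR replicate 2 (adjusted p = 0.0539, 0.0617 and 0.117). They also ended without PKCα-KR replicate 4 (0.0553, 0.0632 and 0.0924), so the count depends on single arrays. Irs2, an adaptor of the insulin receptor, rose by 1.07 (SE 0.16) and Txnip, which restrains glucose uptake, by 0.89 (SE 0.14). On the lone day 23 arrays these differences were 0.28 and 0.37. Camera gave an adjusted p of 4.67e-06, an adjusted p = 0.257 with an estimated correlation and 0.16 without the day 17 arrays. Migration and adhesion genes rose in 10 of 30 cases and fell in 2, and adjusted over the list alone 15 rose and 4 fell. The integrin chain Itgal rose by 2.51 (SE 0.19), the oxysterol receptor Gpr183 by 2.19 (SE 0.23) and the chemokine receptor Ccr2 by 1.25 (SE 0.16), while the focal adhesion kinase relative Ptk2b fell by 0.73 (SE 0.07). The camera adjusted p of the migration and adhesion genes was 8.32e-05, with an adjusted p = 0.257 with an estimated correlation and 0.15 without the day 17 arrays. Ccr2 is also in the myeloid list, of which 11 of 33 markers rose on the same arrays.

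The proliferation list shifted down as a whole (camera adjusted p = 3.02e-08; adjusted p = 0.257 with an estimated correlation), with a median of only -0.21 over 39 genes. Its sole called gene was the replication helicase subunit Mcm6, which fell by 0.31 (SE 0.08, adjusted p = 0.0343), and adjusted over the list alone 0 passed. Mcm6 did not pass without MIEV replicate 2 (adjusted p = 0.0738), 3 (0.0794), 4 (0.0609) or 5 (0.0634) or without PKCα-KR replicate 1 (0.0708), 2 (0.0837) or 4 (0.0764). With the paired arrays as a block Tyms, a thymidylate synthase, was called as well (-0.30, adjusted p = 0.0428), and without PKCα-KR replicate 5 Mcm4 (-0.36, adjusted p = 0.0213) and Kif11 (-0.34, adjusted p = 0.0327) were. At an unadjusted p below 0.05, 19 of the 39 were lower and 0 higher in limma. At day 17, 10 were lower and 0 higher, 25 and 0 adjusted over the list alone, with a median of -0.35. Camera gave an adjusted p of 2.43e-10 there, and 0.15 with an estimated correlation. At day 21, 3 were lower and 0 higher, 2 and 0 adjusted over the list alone, with a median of -0.19. The camera adjusted p was 6.42e-05, and 0.565 with an estimated correlation. In the test of the difference between the days 1 gene had a higher and 0 a lower difference at day 21, with a median of 0.22. That test gave a camera adjusted p of 0.0346, but 0.673 with an estimated correlation, so a larger fall at day 17 is uncertain.

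Other pathway lists did not pass. Of the pro-B and pre-B genes, 2 of 32 rose, namely the nucleic acid receptor Tlr9 by 1.22 (SE 0.18) and the factor Irf8 by 0.63 (SE 0.13), and 5 fell, Kit and Enpep among them. Adjusted over the list alone 7 rose and 5 fell, and the list had a camera adjusted p of 0.789. No apoptosis regulator (0 of 22; camera adjusted p = 0.29), MYC and ribosome biogenesis gene (0 of 29; 0.789), interferon-stimulated gene (0 of 25; 0.764) or heat shock and RNA stress gene (0 of 16; 0.325) was called by limma, over all genes or adjusted over the list alone (0 in each). At an unadjusted p below 0.05 these lists held 4, 0, 0 and 4 genes in the same order. The apoptosis gene Bid (0.53, adjusted p = 0.0883) passed as higher with day as a factor (0.0211), a random culture block (0.0193) or days averaged to 3 against 3 (0.00413) and without the day 17 arrays (0.0255) or MIEV replicate 1 (0.0229), and Bcl2l11 (0.34, adjusted p = 0.127) did with the random culture block (0.0448) and without MIEV replicate 4 (0.0365). Bcl2l11 did not pass with days averaged to 3 against 3. The passes of Bid and Bcl2l11 with the random culture block are uncertain for the reason given above. With the paired arrays as a block the stress genes Trib3 (1.23, adjusted p = 0.036) and Xbp1 (0.67, adjusted p = 0.0401) were called higher. The MYC list passed without MIEV replicate 4 (adjusted p = 0.0232), without the day 21 arrays (5.43e-06) and, in the other direction, without the day 17 arrays (5.79e-04). The interferon list passed without PKCα-KR replicate 1 (0.00521) or the day 17 arrays (0.0125), and the apoptosis list without the day 21 arrays (0.0161). The pro-B and pre-B list passed without the day 17 arrays (1.00e-04) and, in the other direction, without the day 21 arrays (0.00313). In the mTORC1 and glycolysis list 1 of 30 genes rose in both adjustments, the glucose transporter Slc2a3 by 1.76 (SE 0.32). The block also called the phosphofructokinase Pfkp (1.11, adjusted p = 0.011). That list had a camera adjusted p of 0.0654 and passed in 12 of 27 alternatives, whose adjusted p ranged from 0.00133 to 0.684. It passed with the block (0.00895), array weights (0.00539), renewed quantile normalization (0.0443), centred medians (0.0249), day (0.012) or fetal liver (0.0449) as a factor and days averaged to 3 against 3 (0.0144), without the day 21 arrays (0.00133) or both fetal liver 1 arrays of that day (0.00236), and without MIEV replicate 1 (0.00465), PKCα-KR replicate 3 (0.00372) or PKCα-KR replicate 5 (0.0133).

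Markers of other cell types were read in the same way. Myeloid markers rose in 11 of 33 cases and fell in 0, and in 12 when adjusted over the list alone. The lysozyme gene Lyz2 rose by 2.95 (SE 0.35), Itgam, which encodes CD11b, by 0.97 (SE 0.10) and the lysosomal glycoprotein Cd68 by 1.10 (SE 0.18). Ccr2, also in the migration list, was among the 11. Camera gave an adjusted p of 4.86e-08 and an adjusted p = 0.257 with an estimated correlation. The median of the list was 0.16, so most members moved little.

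The T lineage list had 0 genes higher and 2 of 21 lower (1 and 2 adjusted over the list alone; camera adjusted p = 0.822), the adaptor Lat (-1.45, SE 0.21) and Thy1 (-1.25, SE 0.27), and its median of 0.01 was positive while its mean of -0.05 and its test were negative. In the NK and innate lymphoid list 2 of 17 rose in both adjustments (camera adjusted p = 0.0808), the lectin-like receptors Klrd1 by 1.01 (SE 0.08) and Klrb1c by 1.99 (SE 0.49). The call of Klrb1c ended without MIEV replicate 1 (adjusted p = 0.0539), 2 (0.0551), 3 (0.0605), 4 (0.0661) or 5 (0.0619) or PKCα-KR replicate 4 (0.0726), and the list passed without PKCα-KR replicate 5 (0.0498). Of 16 dendritic cell markers 1 rose and 1 fell (0.284), and 3 and 2 did when adjusted over the list alone. With the paired arrays as a block the dendritic cell marker Cd209a was called higher as well (0.47, adjusted p = 0.0206). Of 15 mast cell and basophil markers 1 rose in both adjustments (0.814), with a negative median (-0.01) and test and a mean of 0.00305. Of 15 erythroid and megakaryocyte markers 1 fell in both adjustments (0.966), with a mean of -0.05 although the median of 0.00223 and the test were positive. Stem and progenitor markers fell in 4 of 18 cases and rose in 1 in both adjustments (0.071), with the homeobox genes Hoxa9 lower by -0.94 (SE 0.16) and Meis1 by -1.15 (SE 0.23) and the factor Lmo2 higher by 1.39 (SE 0.24). That list passed without MIEV replicate 1 (adjusted p = 0.0165) or the day 17 arrays (0.0248). Of 38 markers of the OP9 stroma 0 rose and 1 fell in both adjustments (0.188), and the list passed without PKCα-KR replicate 2 (0.0315) or the day 17 arrays (0.0248). Sex-linked transcripts showed 0 calls over 4 genes in both adjustments and 0 at an unadjusted p below 0.05 (0.265).

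**Figure D1:**
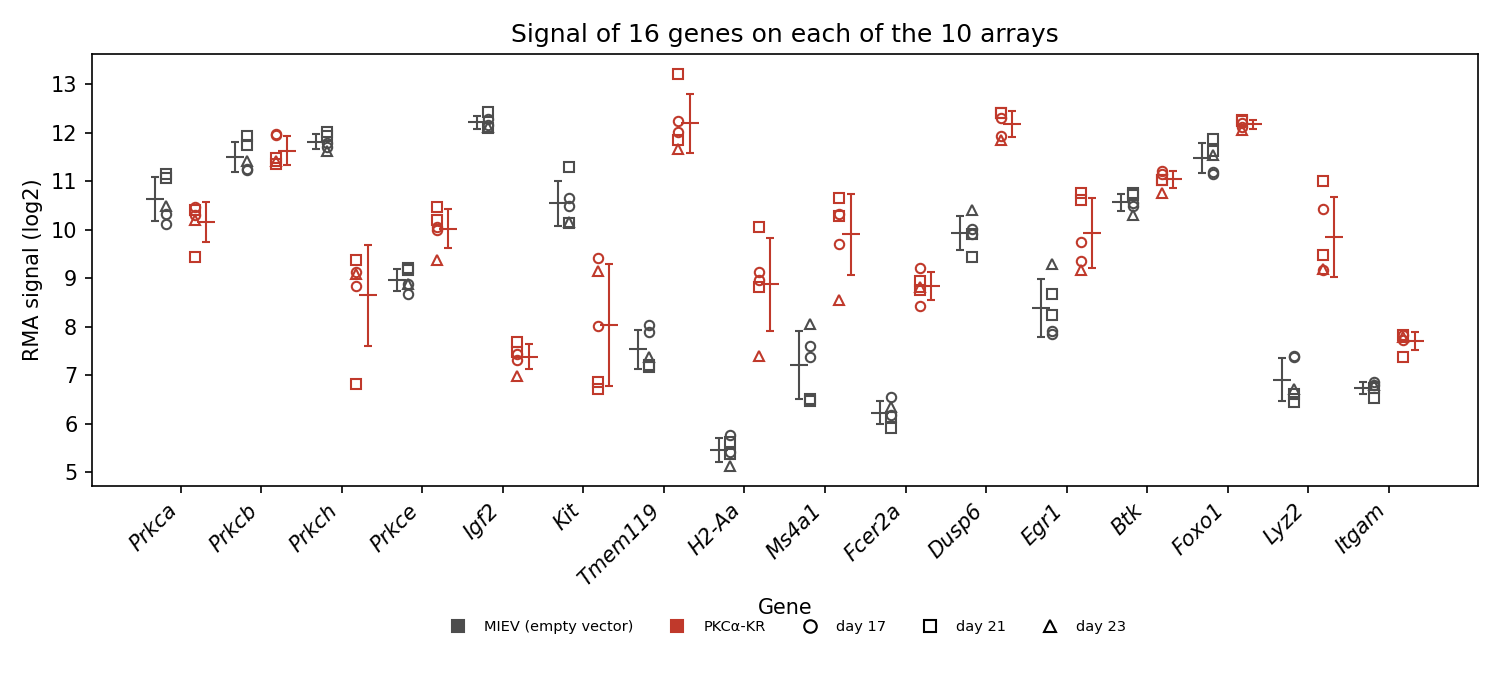
RMA signal (log2, vertical axis) of 16 genes on each array, with MIEV in grey and PKCα-KR in red. Circles are day 17, squares day 21 and triangles day 23, and each bar is the mean with the SD (n = 5). For Igf2 all MIEV arrays lie above all PKCα-KR arrays, with means of 12.21 and 7.38, and the groups overlap for Prkca and Prkcb.

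**Figure D2:**
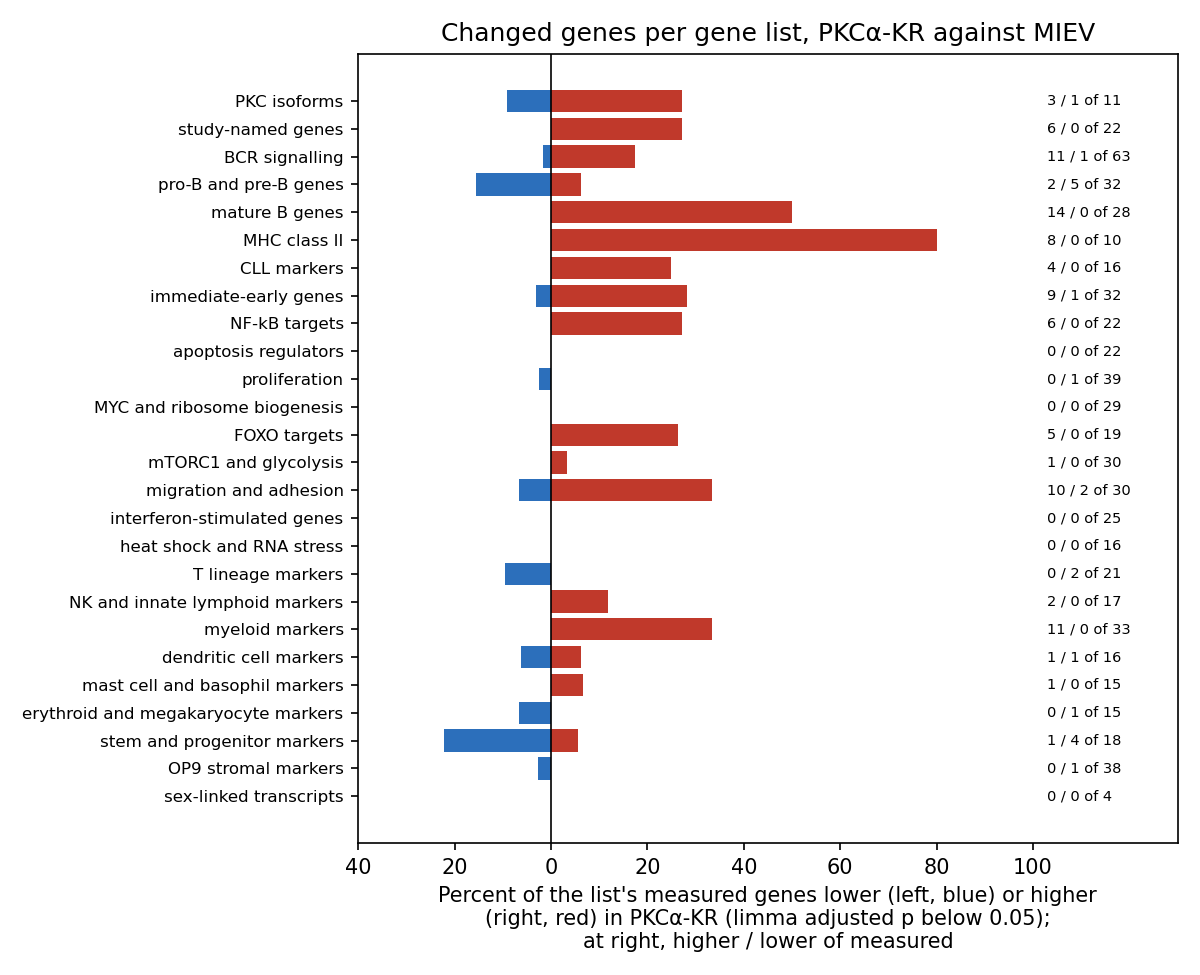
Share of each gene list (percent of its measured genes) that was higher (right, red) or lower (left, blue) in PKCα-KR against MIEV cells at a limma adjusted p below 0.05 (n = 5 arrays each). The counts at the right give higher, lower and measured genes, and the MHC class II list has the highest share, with 8 of 10 genes higher.

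At day 17 mature B cell genes were already higher in PKCα-KR cells, in 15 of 28 cases with 0 lower (17 and 0 adjusted over the list alone). Myeloid markers rose with them in 8 of 33 cases with 0 lower (11 and 0; camera adjusted p = 5.31e-05; adjusted p = 0.466 with an estimated correlation). At that day, with 2 arrays per construct, P2ry13 was higher by 4.59, Tmem119 by 4.16, H2-Aa by 3.45 and Pla2g7 by 3.44, and Igf2 was lower by -4.83, Ifitm1, an interferon-induced membrane protein, by -3.75, Vat1l by -3.60 and the ion transport kinase Stk39 by -2.97. Prkcb was higher by 0.72 (SE 0.11, adjusted p = 0.00284). Of the FOXO targets 13 of 19 were higher and 0 lower (15 and 0 adjusted over the list alone), and of the pro-B and pre-B genes 10 of 32 were higher and 2 lower (14 and 2). With an estimated correlation the adjusted p was 0.0224 for FOXO targets, 0.0289 for pro-B and pre-B genes, mature B genes and migration genes, 0.0332 for immediate-early genes, 0.0376 for B cell receptor signalling and 0.0444 for NF-κB targets. The counts higher and lower were 20 and 1 of 63 for B cell receptor signalling, 15 and 2 of 30 for migration genes, 14 and 0 of 32 for immediate-early genes and 8 and 0 of 22 for NF-κB targets. Apoptosis regulators (2 and 0 of 22; 0.0821), MHC class II genes (9 and 0 of 10; 0.0756), CLL markers (5 and 0 of 16; 0.208) and MYC and ribosome biogenesis genes (0 and 3 of 29; 0.356) did not pass that test.

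At day 17 a total of 1753 genes differed, 1134 higher and 619 lower, and renewed quantile normalization changed the split to 1147 higher and 985 lower. Leaving out MIEV replicate 1 or 2 gave 881 and 680 genes, and leaving out PKCα-KR replicate 1 or 2 gave 889 and 890. In these fits the lone remaining array was assumed to vary like the other groups.

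At day 21 the largest rises were those of Tmem119 (5.34), Pla2g7 (4.46), P2ry13 (4.25) and Ms4a1 (3.98), and the largest falls those of Igf2 (-4.68), Clgn, a chaperone of the endoplasmic reticulum (-4.63), Kit (-3.93) and Prkch (-3.87). Prkcb had a difference of -0.42 (SE 0.11, adjusted p = 0.0365) that did not pass without MIEV replicate 1 (0.0576), 2 (0.0576) or 3 (0.204) or PKCα-KR replicate 1 (0.0645), 2 (0.0645), 3 (0.16) or 4 (0.0665). Pro-B and pre-B genes were higher in 3 and lower in 13 of 32 cases (4 and 18 adjusted over the list alone; camera adjusted p = 2.56e-06; adjusted p = 0.0923 with an estimated correlation). MHC class II genes were higher in 9 of 10 cases (10 adjusted over the list alone; 7.14e-13; adjusted p = 0.162 with an estimated correlation) and mature B genes in 15 of 28 with 2 lower (18 and 4; 6.70e-09; adjusted p = 0.0923 with an estimated correlation). Immediate-early genes were higher in 12 and lower in 1 of 32 cases (camera adjusted p = 2.74e-06; adjusted p = 0.105 with an estimated correlation), myeloid markers in 9 and 0 of 33 (9.20e-06; adjusted p = 0.565 with an estimated correlation) and MYC and ribosome biogenesis genes in 4 and 0 of 29 (2.64e-05; adjusted p = 0.565 with an estimated correlation). Several lists that were higher at day 17 did not pass at day 21, where B cell receptor signalling had 8 higher and 8 lower (camera adjusted p = 0.536), NF-κB targets 6 and 3 (0.25), FOXO targets 4 and 1 (0.25), migration genes 10 and 3 (0.0869), CLL markers 4 and 3 (0.769) and apoptosis regulators 2 and 4 (0.355). No list passed at day 21 with an estimated correlation. A total of 2020 genes differed, 953 higher and 1067 lower, and without MIEV replicate 3 the count was 1262.

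Calls of the same direction at both days numbered 506 higher and 224 lower, against 54.2 and 33.1 for independent lists. Opposite calls numbered 46 for genes higher at day 17 and 11 for genes lower at day 17. Across all genes the log2 differences of the days had a Pearson r of 0.562, and genes are not independent replicates.

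The construct effect itself differed between the days for 727 genes, 217 with a higher and 510 with a lower difference at day 21. Prkcb was among them (-1.14, SE 0.15, adjusted p = 0.00796), as were the chemokine receptor Cxcr4 (-1.13, SE 0.17, adjusted p = 0.0127) and the kinase Syk (-0.73, SE 0.14, adjusted p = 0.0265) of the study-named list. At day 21 Syk was lower by -0.63 (SE 0.10, adjusted p = 0.00308), a call that held without any 1 of the 8 arrays, and at day 17 its difference was 0.10 (adjusted p = 0.655). Cxcr4 was higher by 0.70 at day 17 (SE 0.12, adjusted p = 0.0066), but not without MIEV replicate 1 (0.0621) or PKCα-KR replicate 1 (0.0607), and at day 21 its difference was -0.43 (adjusted p = 0.0542). The study-named list as a whole had 10 of 22 genes higher and 0 lower at day 17 (12 and 0 adjusted over the list alone; camera adjusted p = 6.63e-09; adjusted p = 0.0575 with an estimated correlation) and 3 higher and 7 lower at day 21 (6 and 10; 0.25; adjusted p = 0.589 with an estimated correlation). Of its genes 0 had a higher and 4 a lower difference at day 21 (0 and 12). Blnk was called higher at day 17 (0.55, adjusted p = 0.0116), but not without MIEV replicate 1 (0.0768) or 2 (0.0653) or PKCα-KR replicate 1 (0.064) or 2 (0.0861). Called lower at day 21 were Bcl2 (-0.83, adjusted p = 0.00372), in all of these fits, and Zap70 (-1.41, adjusted p = 0.0151), not without PKCα-KR replicate 4 (0.0675). The largest differences were those of the nuclease Dnase1l3 (-3.35), the kynureninase Kynu (-2.87), the repressor Klf12 (-2.82) and the placental growth factor Pgf (-2.58) in one direction, and of Klrb1c (2.55), the metallothionein Mt2 (1.83), Ccnb1ip1 (1.82) and the BCL2 relative Bok (1.78) in the other. Pro-B and pre-B genes had a lower difference at day 21 in 12 of 32 cases and a higher one in 0 (23 and 0 adjusted over the list alone), with a median of -0.68, camera adjusted p = 2.54e-20 and adjusted p = 0.0102 with an estimated correlation. FOXO targets had a lower one in 7 of 19 cases and a higher one in 1 (15 and 1; median -0.61; adjusted p = 0.021 with an estimated correlation).

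Of the 29 named genes with a difference between the days, 6 passed without any 1 of the 8 arrays, Prkcb, Tnf, Klrb1c, Kynu, Klf12 and Pgf. Of these, Klrb1c, Kynu, Klf12 and Pgf are among the genes that the naming rule takes for the size of this difference. Cxcr4 did not pass without MIEV replicate 1 (adjusted p = 0.0507) or PKCα-KR replicate 1 (0.0549), and Syk did not without MIEV replicate 1 (0.074), 2 (0.0886), 3 (0.0699) or 4 (0.0521) or PKCα-KR replicate 1 (0.105), 2 (0.0795) or 3 (0.0651). Dnase1l3 did not pass without MIEV replicate 1 (0.0546) or 2 (0.0638), Bok without MIEV replicate 1 (0.0558) or 2 (0.0543), Ccnb1ip1 without MIEV replicate 1 (0.0638) or PKCα-KR replicate 1 (0.0533), and Mt2 without MIEV replicate 1 (0.125), 2 (0.0572) or 4 (0.0995) or PKCα-KR replicate 1 (0.11), 2 (0.0977) or 4 (0.0719).

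The split of the 727 was 405 higher and 533 lower after renewed quantile normalization and 84 and 408 after centring the array medians. The count was 28 when every probe set was tested, 5 higher and 23 lower, and fell to 169, 106, 246 and 418 without MIEV replicates 1, 2, 3 and 4 and to 137, 252 and 423 without PKCα-KR replicates 1, 2 and 3.

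**Figure D3:**
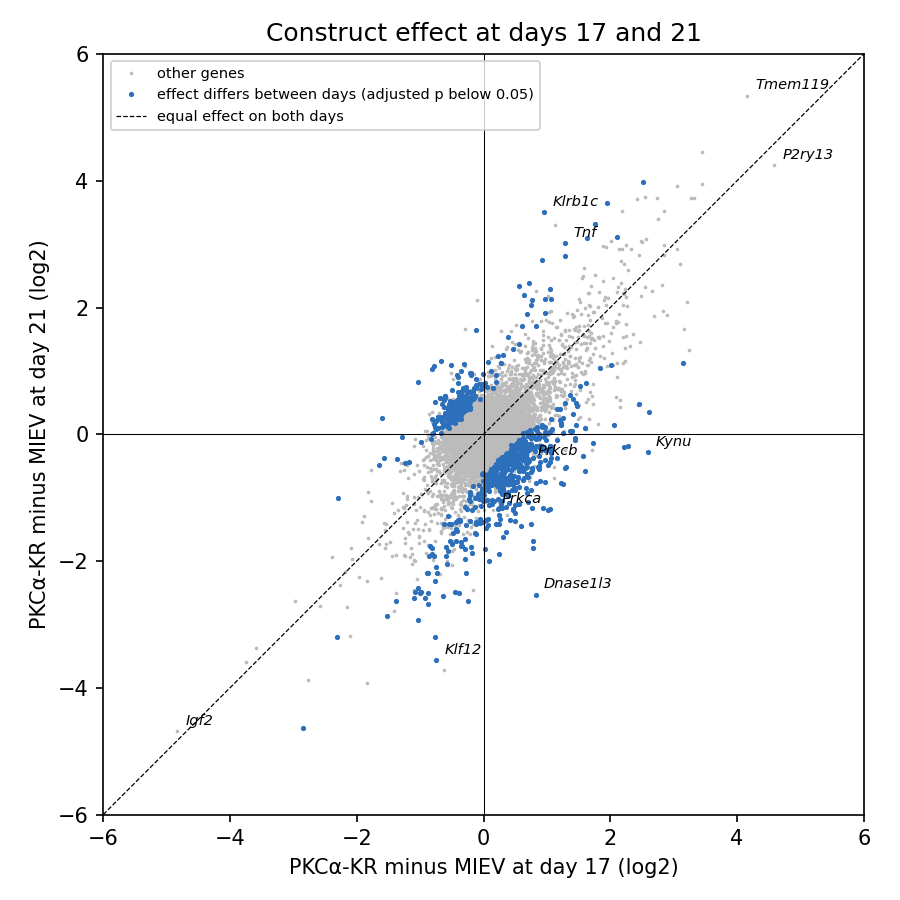
Log2 difference of PKCα-KR minus MIEV at day 17 (horizontal) and day 21 (vertical) for each of the 19938 genes. Blue points are the 727 genes whose effect differed between the days, and Igf2 lies at -4.83 and -4.68 close to the dashed line of equal effect.

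From day 17 to day 21 interferon-stimulated genes fell with both constructs, in 16 of 25 cases in MIEV and 14 of 25 in PKCα-KR cells, with 0 higher in each (20 and 24 lower adjusted over the list alone). The interferon regulator Usp18 changed by -3.27 (SE 0.40) in MIEV and by -3.60 (SE 0.40) in PKCα-KR cells, Rtp4 by -2.56 and -3.37, and the transcription factor Irf7 by -2.43 and -2.38. Camera gave adjusted p of 3.13e-14 and 7.70e-26, and adjusted p = 0.285 and adjusted p = 0.273 with an estimated correlation. In MIEV cells pro-B and pre-B genes rose in 14 of 32 cases with 0 lower (19 and 0 adjusted over the list alone; adjusted p = 0.0194 with an estimated correlation), and FOXO targets in 10 of 19 with 1 lower (15 and 1; 0.0236 with an estimated correlation). Genes of MYC and ribosome biogenesis fell in 18 of 29 cases in MIEV cells (22 adjusted over the list alone; camera adjusted p = 4.54e-15; adjusted p = 0.272 with an estimated correlation). In PKCα-KR cells 0 of the 29 were called. Kynu (3.23), Klf12 (2.45), Fcrl6 (2.38) and Tmtc1 (2.02) rose most in MIEV cells, where Mt2 (-2.66) was also among the largest falls, and Klrb1c (2.33), Klrb1a (1.62), the histone gene H3c15 (1.60) and the IgM receptor Fcmr (1.42) rose most in PKCα-KR cells, where Slfn5 (-2.75) and Lgals3bp (-2.65) were among the largest falls. The call of Fcrl6 ended without MIEV replicate 1, 2 or 3, and that of Fcmr without PKCα-KR replicate 3 or 4, fits that leave 1 array in a group. Other named genes called with time, in MIEV and in PKCα-KR cells, also lost their call without 1 array.

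In MIEV cells 1600 genes changed with time, 707 up and 893 down, and in PKCα-KR cells 364, 69 up and 295 down. Centring the array medians gave 584 up and 482 down in MIEV, and renewed quantile normalization gave 99 up and 193 down in PKCα-KR cells. With every probe set tested the direction of both splits turned, to 1052 up and 567 down in MIEV and 343 up and 157 down in PKCα-KR cells, so which direction prevailed with time is uncertain. The MIEV count fell to 178, 680, 601 and 799 without MIEV replicates 1 to 4, and the PKCα-KR count to 223 without MIEV replicate 1 or 2 and to 89, 185 and 212 without PKCα-KR replicates 1, 2 and 3.

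Probe sets of antigen receptor segments, which depend on clonal rearrangement, numbered 20. Of these 0 rose and 3 fell, namely Trav14-1 (-1.05), Igkv5-43 (-0.77) and Igkv19-93 (-1.07), which were named after their values were seen. At day 21, 8 of the 20 were called.

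At the study's thresholds 2836 of 35556 probe sets passed, 1513 higher and 1323 lower in PKCα-KR cells, by the methods' test. With the same test 4367 passed on the unadjusted p alone, and 704 had a Benjamini-Hochberg adjusted p below 0.05.

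One array stood apart in its sex-linked transcripts. On MIEV replicate 3 (fetal liver 1, day 21) the Y-linked Eif2s3y, Kdm5d and Uty had log2 signals of 5.78, 6.07 and 5.89, against 8.46, 7.51 and 7.47 on MIEV replicate 4, the other MIEV array of that day, while Xist, which is transcribed from the inactive X chromosome, had 12.3. Without both fetal liver 1 arrays of day 21, an alternative chosen after seeing the data, the number of genes that differed between the constructs was 937.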

Values the study reported

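The study reported 2836 genes that passed a fold change of ±1.2 and a p-value below 0.05 between PKCα-KR and MIEV cells, of which 1513 were upregulated and 1323 were downregulated.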

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

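Of the tests in this part, those of a single array, of a shared day batch, of another culture or female cells, of granulocytes, of macrophages and of single genes at each day without 1 array were chosen only after the result was seen.

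In 21 of 364 groups of 5 arrays (5.77%) one array lay far from the others, where chance gives about 1 in 20 (18.2 groups). Among MIEV arrays these were log2 signals of 8.81 for Pdk1 (replicate 5, low), 9.75 for Cyp4f18, 5.94 for Eomes and 6.48 for Epb42 (replicate 2, high), 5.43 for Cd200, 5.89 for Uty, 6.07 for Kdm5d and 5.78 for Eif2s3y (replicate 3, low), and list means of 8.84 for immediate-early genes (replicate 5, high), 6.70 for T lineage markers (replicate 1, low) and 7.51 for sex-linked transcripts (replicate 3, low). Among PKCα-KR arrays they were 9.44 for Prkca and 6.81 for Prkch (replicate 4, low), 10.52 for Prkd2 and 10.02 for Pla2g7 (replicate 5, low), 7.27 for Vat1l (replicate 5, high), 10.90 for Creb1 and 6.44 for Stk39 (replicate 1, high), 12.42 for Hspa5 (replicate 3, high), 7.38 for Itgam (replicate 3, low) and 8.50 for Kdm5d (replicate 4, high). MIEV replicate 3 stood apart most often, 5 times.

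The construct effect differed between days 21 and 17 for 29 of the 156 named genes in a test of the difference itself, with adjusted p from 0.00193 to 0.0463. It was lower at day 21 for 16 of them, Prkcb (-1.14), Syk (-0.73), Vegfa (-1.18), Cxcr4 (-1.13), Clgn (-1.79), Thrb (-0.87), Enpep (-1.34), Tlr9 (-0.80), Gbp3 (-0.96), Lat (-1.13), Xist (-1.67), Dnase1l3 (-3.35), Kynu (-2.87), Klf12 (-2.82), Pgf (-2.58) and Tmtc1 (-1.76). It was higher for 13, Bank1 (1.56), Dusp4 (1.69), Tnf (1.74), Bid (0.73), Cad (0.70), Odc1 (0.94), Klrb1c (2.55), Ms4a1 (1.46), Mt2 (1.83), Ccnb1ip1 (1.82), Bok (1.78), Klrb1a (1.67) and H3c15 (1.05). The calls of 6 genes held without any 1 of the 8 arrays (Prkcb, Tnf, Klrb1c, Kynu, Klf12 and Pgf), and those of the other 23 ended without at least 1 array. The naming rule took in Dnase1l3, Kynu, Klf12, Pgf, Klrb1c, Mt2, Ccnb1ip1 and Bok as the largest changes of this same contrast. Their part of these counts is therefore not independent of the rule.

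By camera with the preset correlation 12 of 26 lists differed between the days, with median differences of -0.35 for PKC isoforms, -0.47 for study-named genes, -0.15 for B cell receptor signalling, -0.68 for pro-B and pre-B genes, -0.38 for NF-κB targets, -0.22 for apoptosis regulators, 0.22 for proliferation, 0.67 for MYC and ribosome biogenesis, -0.61 for FOXO targets, -0.19 for mTORC1 and glycolysis, -0.27 for migration and adhesion and -0.17 for dendritic cell markers. With an estimated correlation 2 of them passed, pro-B and pre-B genes (adjusted p = 0.0102) and FOXO targets (0.021).

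The lower construct effect on pro-B and pre-B genes at day 21 did not rest on one array, since the median difference nearest to 0 without any 1 of the 8 arrays was -0.64. Of 10000 random lists of like brightness a share of 1e-04, the smallest that they can give, had a median as low, which argues against a normalization effect that depends on brightness. A batch that both constructs share on a day would move both alike, but the list's mean fell by 0.34 (SE 0.0122) in PKCα-KR and rose by 0.53 (SE 0.0235) in MIEV cells. A change that touched the cultures of a single construct on one day stays open, as does a biological difference in timing between the constructs, which was not tested.

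The low Y-linked signals of MIEV replicate 3 were not those of a dim array, because 4946 genes of like level had a median shift of -0.045 there while the Y-linked mean shifted by -2.32. A swap with a PKCα-KR array is argued against by the 24 largest construct genes, of which 1 lay nearer the PKCα-KR mean. Another MIEV culture or a shift to female cells may explain it, with Xist higher by 1.18 than its mean on the other 4 MIEV arrays, but the labels give neither the sex nor the embryos. These cannot be told apart, and MIEV replicate 4 had a like Xist signal (12.22) with Eif2s3y at 8.46.

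Myeloid markers were higher in PKCα-KR cells, where carried-over or newly formed myeloid cells could be a source. For granulocytes 13 transcripts had a median change of -0.035 (range -0.12 to 0.15, levels 4.90 to 6.98, 0 called by limma), which gives no sign of them. For macrophages or monocytes 8 transcripts had a median change of 0.19 (range 0.13 to 0.40, levels 5.71 to 7.04, 2 called), far below that of Lyz2 (2.95). Of the 11 risen myeloid markers only Fcgr1 and Adgre1 lie in either set and the other 9, Lyz2, Itgam and Cd68 among them, were left out of both, so neither set excludes a share of such cells. Expression of these genes by the B lineage cells themselves stays open and was not tested.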

How the results depend on the processing

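Of the tests in this part, leaving out the day 17 arrays, the day 21 arrays or both fetal liver 1 arrays of day 21, and for the changes with time the fetal liver factor and the random pair block, were chosen only after the result was seen. The cause was not tested for any change below unless one is named.

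The number of genes that differed between the constructs (1364) was within 1.5 times under 25 of 29 alternatives. It was 480 against a fold of 1.2, a stricter test by construction, 2248 with a random culture block (consensus correlation -0.267), and 829 and 538 without the day 17 and day 21 arrays, which leave fewer arrays. It ranged from 986 to 1557 without 1 array, and 1209 of the genes were also among the 1502 with the paired arrays as a block. Of 156 named genes, 45 of the 83 called kept their call in all alternatives, 21 of the 73 uncalled gained one in some, and 0 reversed.

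The number of lists past camera's test (11) was within 1.5 times under 26 of 27 alternatives, 10 to 13 without 1 array, but 0 with an estimated correlation. The direction of camera's test, which is made across genes, turned for study-named genes (0.514) and MYC and ribosome biogenesis (1.34e-04) without the day 17 arrays and for pro-B and pre-B genes (0.00156) without the day 21 arrays (p-values of the test in brackets).

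Against a fold of 1.2 the counts were 648 at day 17, 843 at day 21, 134 for the difference between days, 242 for time in MIEV and 49 for time in PKCα-KR. With every probe set tested they were 1057 at day 17 and 28 for the difference, and with centred medians 1066 for time in MIEV. Without 1 array they ranged from 680 to 2004, 1262 to 1807, 106 to 787, 178 to 1797 and 89 to 322 in the same order, so the size of the day results is uncertain. The count at the methods' thresholds (2836) was 704 with Benjamini-Hochberg adjustment and 2505 to 3116 without 1 array.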

Other observations

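All tests in this part were chosen only after the result was seen, the counts over other splits of the arrays included.

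The 10 arrays were split into 5 and 5 in 100 of the possible ways, drawn with a fixed seed, the real split included. For the genes that differed, 1 split gave as many as the real 1364 and the highest other gave 164, so chance can be excluded for splits drawn without regard to the pairs. At the methods' thresholds 2 splits gave as many as the real 2836, which is also below the share set for chance, but the highest other gave 3106 and parts day 17 from day 21 arrays, so the day is a structure of its own. With the pairs as a block the real count was 2751. For gene lists past camera's test 24 splits gave as many as the real 11, with 16 in the highest other, so chance cannot be excluded for the number of lists. Among the 16 splits that part all 5 pairs the highest other counts were 0 genes, 1392 probe sets and 16 lists. The smallest share that these splits can give is 1 of 16, too large to exclude chance by itself.

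Kinase-inactive PKCα may raise ERK pathway output in these cells, a hypothesis taken up here from the rises of Dusp4 and Dusp6. The idea is not new, since the paper refers to earlier work that found the ERK-MAPK pathway active in PKCα-KR cells. It also reports increased EGR1 expression. Of 10 genes used as readouts of that pathway 7 rose and 0 fell, Dusp4, Dusp6, Spry4 (2.56), Etv5 (2.15), Ccnd1 (2.05), Etv4 (1.31) and Phlda1 (1.29), while Spry2 (0.01), Epha2 (-0.58) and Epha4 (-0.08) did not pass. At day 21 Epha2 was called lower (-1.36, SE 0.22, adjusted p = 0.00359), against the hypothesis, whereas each of the 7 was called higher at that day. Camera with an estimated correlation gave p = 0.00289. As Dusp4 and Dusp6 had prompted the test, it is not independent of them, and no protein was measured here.

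The fall of Igf2 may be part of a loss of a fetal expression programme. Of 6 fetal-type genes 3 fell and 0 rose, Igf2 (-4.83), Lin28b (-1.33) and Arid3a (-0.30), and camera with an estimated correlation gave p = 0.0343. The values of Igf2bp1 (0.34), Igf2bp3 (0.19) and Hmga2 (-0.09) did not pass, and the median of -0.19 is small, so the test rests largely on Igf2, which had prompted it.

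Changed genes may cluster along the chromosomes. By the gene order of the assembly GRCm38.p6, a total of 112 neighbouring pairs changed in one direction, against a mean of 51.1 and a highest of 79 over 10000 shuffles within bins of like brightness, with pairs whose symbols begin alike left out (permutation p = 1e-04, the smallest that they can give). Examples are Gem with Cdh17 (2.68 and 3.39) and Tmprss3 with Ubash3a (-1.66 and -1.94). Related genes with unlike symbols, such as Tnf and Lta (2.00 and 2.17), stayed among the pairs, so families of neighbouring genes can add to the count. Shared regulation and transcripts running into a neighbour were not told apart here.

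Genes outside the naming rule, chosen after their values were seen, include the transcription factors Spi1 (0.87, adjusted p = 0.00197), Hhex (1.38, adjusted p = 0.00183) and Bhlhe41 (1.23, adjusted p = 0.0106), the cytokine receptor Il4ra (2.23, adjusted p = 3.51e-04) and the imprinted gene Peg3 (-1.04, adjusted p = 1.64e-04).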
